A study of Mus musculus with 4 samples. Its data were reported in "Epithelial Cells in 2D and 3D Cultures Exhibit Large Differences in Higher-order Genomic Interactions" (2021).

How the data were processed

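RNA-seq libraries of polyadenylated RNA from AML12 cells were prepared with a stranded kit, 2 from 2D and 2 from 3D cultures. The authors trimmed reads with cutadapt 1.8.3 and Trimmomatic 0.36, aligned them to GRCm38 with HISAT2 2.0.5 in stranded mode without soft clipping, and quantified genes of Ensembl release 93 with StringTie 1.3.4. The TPM values per library were deposited by the authors without pooling of replicates. The authors also took read counts from StringTie and compared the cultures with DESeq2. The log2 fold change and the p-value of that comparison were deposited by the authors. In the authors' deposited table the log2 fold change is 2D over 3D, as its sign against the TPM columns shows, and it was turned round wherever it is used here. The p-values are not adjusted and are printed to a fixed number of decimals, so that 5652 of them read 0 in the authors' deposited table.

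The table lists 31828 genes with positions that count from 1. Of these, 31793 were found in GENCODE release M21 by gene identifier and 30762 (96.7%) have the same position there. TPM values are relative within a library, so a rise of some genes lowers the TPM of others, and they keep no information on depth. No interval or detection limit that needs read counts was computed. A value of 0 in the table can be a failed estimate, since mt-Atp6, a gene that every cell uses, is listed near 0 in some libraries. TPM of overlapping genes depends on how the quantification split their reads.

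Libraries were grouped by culture from the labels. Genes with a mean TPM of at least 1 over the 4 libraries were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend and robust variance), with culture as the only factor, two-sided, and with Benjamini-Hochberg adjustment. An exact permutation test of 2 libraries against 2 cannot give a p-value under 0.333, so only the model across genes was used. Gene lists were tested with camera at a preset correlation of 0.01, beside fry and camera with an estimated correlation. Adjacent genes were compared by Spearman correlation against 10000 random orders within chromosomes, with Python 3.11.15 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

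Before the data were examined, the test, the gene lists, the rule for named genes and the alternatives were set. Named genes are the 5 highest and the 5 lowest log2 fold changes among genes with an adjusted p-value under 0.05, a mean of at least 10 TPM in the higher culture, libraries separated by culture, and a symbol that is not a predicted-gene name. Up to 3 members of each list with the highest mean TPM may also be named, and genes named otherwise were chosen after their values were seen. The lists were xenobiotic and conjugation enzymes, plasma proteins, complement and coagulation, hepatocyte transcription factors, S phase genes, G2/M genes, chromosome architecture and nuclear envelope, YAP/TAZ targets, p53 targets, interferon response and hypoxia response.

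The alternatives were pseudocounts of 0.1 and 5, no filter and a mean TPM of at least 5, centring on the median, quantile normalization, rescaling without mitochondrial genes and the 20 highest genes, a block for the replicate number, a constant prior variance, other thresholds, the Ugt1a genes collapsed to 1 member of their list, and each library left out in turn. A correction for transcript GC content and length, by natural splines with 5 degrees of freedom each, was added after the data were seen.

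The limma script was tested on simulated data with the replicate spread of these libraries. Of 14116 simulated genes 200 were changed, and 86% of the 4-fold and 68% of the 2-fold changes were recovered. These changes were shifts of 2 and 1 on the log2(TPM + 1) scale. Of 159 calls 3.14% were false. The simulated noise was independent between genes, and the real data gave 7122 calls. The simulated rates therefore need not hold for the real data, and effects shared by the genes of a library were not simulated. Libraries for genome structure were not analysed here.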

Results

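RNA was measured in AML12 cells, an immortalised mouse hepatocyte line, grown either as a flat layer in a dish (2D) or embedded in Matrigel, a basement membrane extract (3D). The labels give 2 libraries per culture and 4 in all. Both cultures were treated with 1 mM hydroxyurea, an inhibitor of DNA replication that holds cells at the G1/S boundary, for 24 h in 2D and for 36 h in 3D. The treatment time therefore differed between the cultures in every library. The paper states that the times were set because the cell cycle takes a different time in each culture. It reports that flow cytometry found the cells in the G1/S state. The deposited values are TPM, transcript abundances corrected for transcript length and scaled to a fixed total, for 31828 genes, and the values of every library sum to the same total by construction, so the sequencing depth of each library is unknown. Between 13891 and 14256 genes reached 1 TPM in each library. Mitochondrial genes made up 5.44% and 5.37% of the TPM in the 2D libraries and 6.78% and 6.51% in the 3D libraries.

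Replicate libraries were compared before the cultures were. Across the 14116 genes with a mean TPM of at least 1, the Pearson correlation of log2(TPM + 1) was 0.991 between the 2D libraries and 0.992 between the 3D libraries. Between a 2D and a 3D library it lay between 0.951 and 0.952. These correlations are across genes, which are not independent replicates. With no filter on low values the correlations were 0.996 within each culture and 0.983 between a 2D and a 3D library. A difference of more than 1 on the log2 scale was seen for 110 genes between the 2D libraries and for 105 between the 3D libraries. Between a library of one culture and a library of the other it was seen for 1304 to 1336 genes.

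The study asked whether cells grown in 2D and 3D differ in gene expression. Of the 14116 genes tested with limma on log2(TPM + 1), 7122 (50.5%) had an adjusted p-value under 0.05. Of these, 3303 were higher and 3819 were lower in the 3D-cultured cells. The alternative that moved the count most was testing with no filter on low values, which gave 5979 genes. At an unadjusted p-value under 0.05 there were 8133 genes. All 7122 genes had both libraries of one culture above both of the other. That separation held for 77.5% of all tested genes, against 33.3% by chance in groups of 2. The median log2 fold change over all tested genes was -0.04. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. Most of the differences were small, with 617 genes higher and 540 lower by more than 1 on the log2 scale at an adjusted p-value under 0.05.

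**Figure D1:**
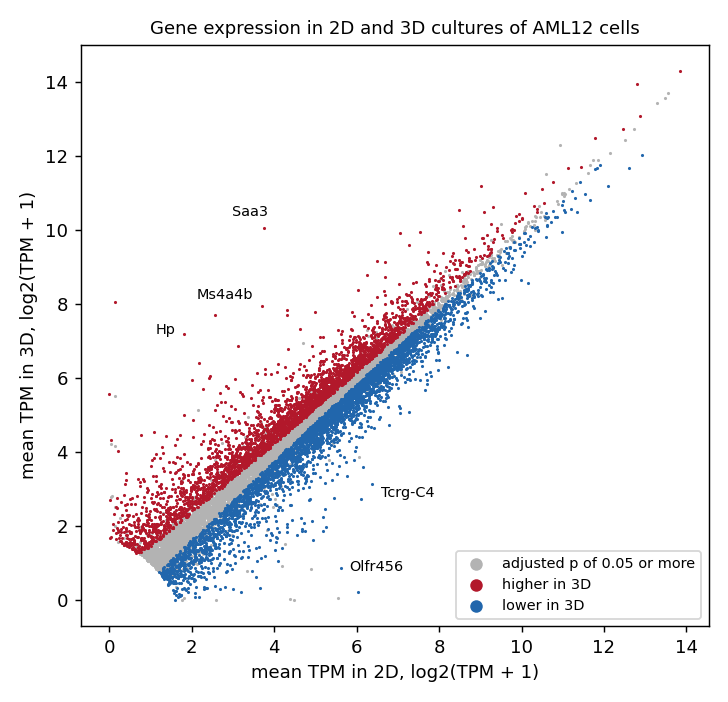
Mean expression of each tested gene in 2D (x axis) and 3D (y axis), both as log2(TPM + 1), with 1 point per gene. Red and blue points are the 3303 genes higher and the 3819 genes lower in 3D at a limma adjusted p-value under 0.05.

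The threshold stated by the study, an absolute log2 fold change over 2 with an unadjusted p-value under 0.05, was applied to the same fit. It was passed by 113 genes higher in 3D and by 71 genes lower in 3D. With a pseudocount of 0.1 in place of 1 these counts were 226 and 170. In the authors' deposited table, 1266 genes pass that threshold on the fold change and p-value listed there, 674 of them higher and 592 lower in 3D. In the authors' deposited table, 841 of those calls (66.4%) are genes with a mean TPM under 1, and the median of the mean TPM over the calls is 0.366. A gene with a mean TPM under 1 cannot pass a change of 2 on the log2(TPM + 1) scale, and with no filter on low values the count in the limma fit was 184 genes, as with it. Of the calls in the authors' deposited table, 425 were among the genes tested with limma, and 407 of these (95.8%) had an adjusted p-value under 0.05 in the same direction.

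The genes with the largest changes were taken by a rule set before the data were examined. Saa3 (ENSMUSG00000040026), a protein-coding gene on chromosome 7 at 46711998 to 46715700 (GRCm38), had the highest fold change among them. Its level was 12.5 ± 1.27 TPM in 2D and 1077 ± 33.4 TPM in 3D (SD, n = 2 each). The log2 fold change was 6.33 (SE 0.08, limma adjusted p 9.63e-05). Hp (ENSMUSG00000031722, chromosome 8, 109575128 to 109579172) rose from 2.49 ± 1.10 to 146.1 ± 2.84 TPM (SD, n = 2 each), a log2 fold change of 5.43 (SE 0.22, limma adjusted p 0.000317). Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624) rose from 4.90 ± 1.05 to 207 ± 16.8 TPM (SD, n = 2 each). Its log2 fold change was 5.15 (SE 0.14, limma adjusted p 0.000211). Ms4a4b (ENSMUSG00000056290, chromosome 19, 11443553 to 11463549) rose from 12.0 ± 1.74 to 246 ± 7.23 TPM (SD, n = 2 each). Its log2 fold change was 4.26 (SE 0.10, limma adjusted p 0.000194).

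The remaining gene of this group, Ugt1a9 (ENSMUSG00000090175, chromosome 1, 88070800 to 88218997), had 0.0281 ± 0.00099 TPM in 2D and 19.1 ± 4.23 TPM in 3D (SD, n = 2 each). It shares its last exons with the other Ugt1a genes, so the split of reads among them is uncertain. Summed over the 8 Ugt1a genes of the table, the level was 13.3 ± 2.93 TPM in 2D and 119 ± 4.28 TPM in 3D (SD, n = 2 each). The log2 fold change of the sum was 3.09 (limma adjusted p 0.000439).

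Among the genes with the lowest fold changes, Olfr456 (ENSMUSG00000090631, chromosome 6, 42486163 to 42487214) fell from 48.3 ± 2.64 to 0.826 ± 0.147 TPM (SD, n = 2 each). Its log2 fold change was -4.76 (SE 0.10, limma adjusted p 0.000187). Sdcbp2 (ENSMUSG00000027456, chromosome 2, 151572622 to 151590005) fell from 67.7 ± 0.695 to 5.67 ± 0.329 TPM (SD, n = 2 each). Its log2 fold change was -3.36 (SE 0.07, limma adjusted p 0.000173). Prss27 (ENSMUSG00000050762, chromosome 17, 24038144 to 24045954) and Tcrg-C4 (ENSMUSG00000076757, chromosome 13, 19344558 to 19352756), annotated as a T cell receptor constant gene, had log2 fold changes of -3.33 and -3.24 (limma adjusted p 0.000241 and 0.000192). The lowest value, -5.84 for Mir8114 (ENSMUSG00000099227, chromosome 1, 153899926 to 153900036), is uncertain. This microRNA gene overlaps Glul on the same strand, so that their reads can be split in more than one way, and Glul rose by 1.34 on the log2 scale (limma adjusted p 0.000241).

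**Figure D2:**
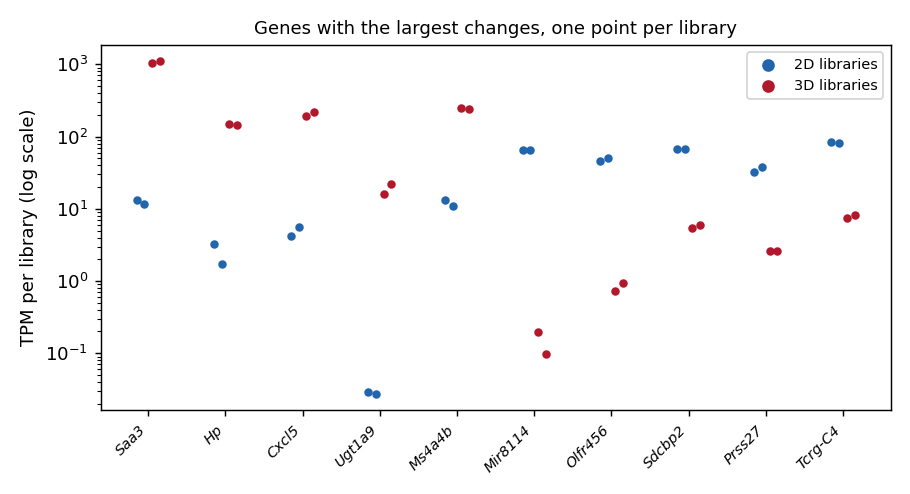
TPM of the 10 named genes in each library, on a log axis, with 1 point per library (blue 2D, red 3D). For each gene the points of one culture lie on the same side of both points of the other, from 12.5 to 1077 TPM in the means of Saa3 and from 48.3 to 0.826 TPM in those of Olfr456.

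The study related the genes that rose in 3D to hepatocyte functions. Gene lists written before the data were examined were tested with limma's camera at a preset correlation between genes of 0.01, with adjustment over the 11 lists. Xenobiotic and conjugation enzymes had a median log2 fold change of 0.80 over 55 genes (camera adjusted p 2.07e-08). Of these genes 35 were higher and 3 lower at an adjusted p-value under 0.05 over all genes tested, and 36 and 3 adjusted over the list alone. The median of this list moved most with no filter on low values, to 0.14, and under the same setting the medians of plasma proteins and hepatocyte transcription factors given next were 0.72 and 0.39. With the Ugt1a genes collapsed to 1 member, which leaves 49 genes, the median of the xenobiotic list was 0.54. Plasma proteins had a median of 1.46 over 18 genes (camera adjusted p 5.08e-07), with 15 higher and 1 lower by either adjustment, over all genes or adjusted over the list alone. Hepatocyte transcription factors had a median of 0.70 over 10 genes (camera adjusted p 0.00697). Of these, 8 were higher and 1 lower over all genes, and 8 and 2 adjusted over the list alone. Hnf4a rose by 1.47 (limma adjusted p 0.000241), while Nr1h4 fell by 0.30 (limma adjusted p 0.00474). For complement and coagulation genes the median was 0.05 over 24 genes (camera adjusted p 0.116). In this list 10 genes were higher and 6 lower by either adjustment, over all genes or adjusted over the list alone. C3 rose from 102 ± 2.80 to 564 ± 9.87 TPM (SD, n = 2 each), a log2 fold change of 2.46 (limma adjusted p 9.63e-05).

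Both cultures had been arrested at the G1/S boundary, and genes of the cell cycle were compared for this reason. S phase genes had a median log2 fold change of -0.50 over 42 genes (camera adjusted p 8.41e-08), with 2 higher and 33 lower over all genes tested and 2 and 34 adjusted over the list alone. G2/M genes had a median of -0.62 over 49 genes (camera adjusted p 7.49e-13), with 1 higher and 42 lower by either adjustment, over all genes or adjusted over the list alone. Rrm1 fell from 185 ± 1.62 to 94.7 ± 1.81 TPM and Ube2c from 732 ± 1.43 to 286 ± 9.27 TPM (SD, n = 2 each). For p53 targets the median was 0.05 over 24 genes (camera adjusted p 0.153), with 9 higher and 4 lower by either adjustment, over all genes or adjusted over the list alone. Cdkn1a stood at 2782 ± 32.7 TPM in 2D and 3344 ± 29.3 TPM in 3D (SD, n = 2 each).

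Because the study compared genome structure, genes of chromosome architecture and the nuclear envelope were also tested. Their median was -0.15 over 31 genes (camera adjusted p 0.113), with 4 higher and 14 lower by either adjustment, over all genes or adjusted over the list alone. Lmna was not past the threshold in the fit with culture as the only factor, at 391 ± 92.3 TPM in 2D and 307 ± 80.5 TPM in 3D (SD, n = 2 each, limma adjusted p 0.280). YAP/TAZ targets had a median of -0.32 over 21 genes (camera adjusted p 0.00205), with 0 higher and 11 lower by either adjustment, over all genes or adjusted over the list alone. Ankrd1 fell by 1.34 and Ctgf by 0.79 on the log2 scale (limma adjusted p 0.000192 and 0.000331). The interferon response list had a median of 0.93 over 18 genes (camera adjusted p 4.13e-06), with 15 higher and 1 lower by either adjustment, over all genes or adjusted over the list alone. The hypoxia response list had a median of 0.20 over 24 genes (camera adjusted p 0.0323), with 12 higher and 4 lower by either adjustment, over all genes or adjusted over the list alone. These counts include Aldoa under 2 gene identifiers, both higher (log2 fold changes 0.22 and 0.38).

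By camera with the preset correlation 8 of the 11 lists had an adjusted p-value under 0.05. All 11 did under fry, a rotation test. Under camera with an estimated correlation 0 of the 11 did, with 5 at an unadjusted p-value under 0.05.

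**Figure D3:**
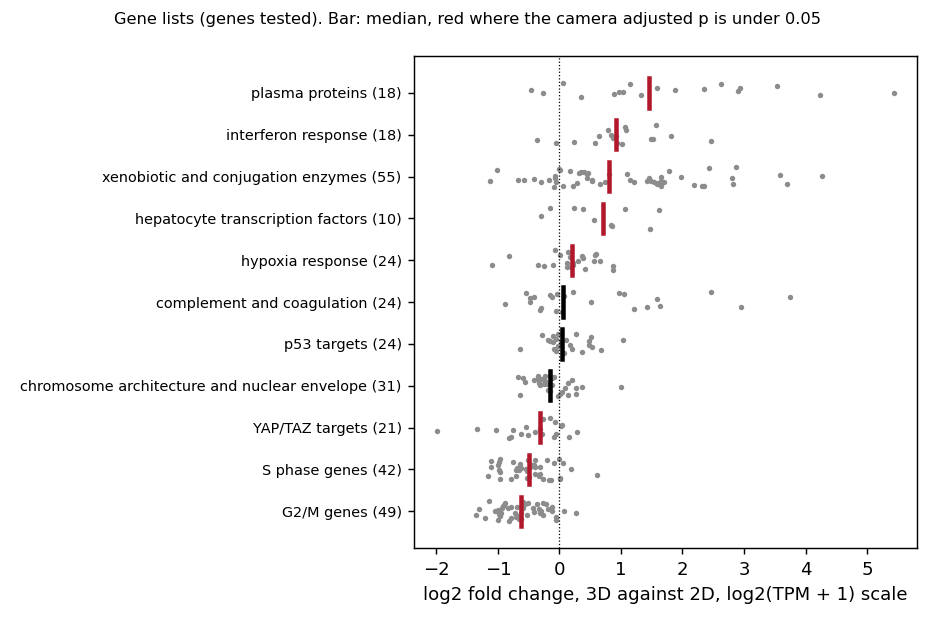
Log2 fold change, 3D against 2D, of each tested member of the 11 gene lists, with 1 point per gene and the number of genes in brackets. The bar is the median of a list, red where the camera adjusted p-value with the preset correlation was under 0.05, and runs from -0.62 for G2/M genes to 1.46 for plasma proteins.

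The study related expression to genome structure, which is not analysed here, and the changes of adjacent genes were compared to describe how they lie along the chromosomes. Across 14094 pairs of adjacent tested genes, the Spearman correlation of their log2 fold changes was 0.140. None of 10000 random gene orders within chromosomes was as far from their mean, which gives a two-sided permutation p of 0.0001, the smallest they can give. The alternative that moved it most was leaving out pairs that overlap or share a symbol stem, which gave 0.106 over 11251 pairs. For the difference between libraries of the same culture the correlation was 0.0215 in 2D (permutation p 0.0112) and 0.0024 in 3D (permutation p 0.806). These correlations are across genes and describe these 4 libraries.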

Values the study reported

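The study reported 674 up-regulated and 592 down-regulated genes in 3D-cultured cells relative to 2D-cultured cells. The threshold it used was an absolute log2 fold change above 2 with a P value below 0.05.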

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

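The count of genes with an adjusted p-value under 0.05 stayed between 5979 and 7160 under the 10 alternatives in which it was computed, with 45.7% to 49.5% of them higher in 3D. The tests on read counts that had been planned for a table of counts (a quasi-likelihood test and the authors' DESeq2) were not run, since the table holds TPM. The same-numbered libraries of the cultures did not deviate together across genes (correlation of their deviations -0.0549 across 14116 genes), so no general pairing by number was seen. Whether same-numbered cultures were prepared together is not given by the labels, and single genes can still share a deviation. With the replicate block 6248 genes had an adjusted p-value under 0.05, and 6061 of these were among the 7122 in the same direction.

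The count past the fold change threshold depended on the pseudocount. With a pseudocount of 0.1 it was 396 genes (226 higher and 170 lower in 3D) and with a pseudocount of 5 it was 61 (45 and 16), against 184 with 1. Regardless of p-value, 427 and 64 genes had an absolute log2 fold change over 2 under those pseudocounts, against 196. A larger pseudocount shrinks fold changes of genes with low TPM by construction. A threshold of 1 in place of 2 was passed by 1166 genes (621 higher and 545 lower). Leaving out each library in turn gave 193 to 205 genes over 2, with no test since one culture is then left with 1 library.

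In the authors' deposited table, 250 of the calls higher in 3D and 175 of those lower in 3D have a mean TPM of at least 1. Replicate correlations with no filter on low values were 0.996 in 2D and 0.996 in 3D.

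For gene lists, camera with an estimated correlation kept the medians and took the 8 lists past the threshold to adjusted p-values of 0.0856 to 0.399, namely xenobiotic enzymes (0.80), plasma proteins (1.46), hepatocyte transcription factors (0.70), S phase (-0.50), G2/M (-0.62), YAP/TAZ targets (-0.32), interferon response (0.93) and hypoxia response (0.20). That test estimates the correlation from these 4 libraries. The estimate was above the preset 0.01 for S phase (0.0116) and YAP/TAZ targets (0.352). It was below 0.01 for xenobiotic enzymes (-0.0153), plasma proteins (-0.00242), hepatocyte transcription factors (-0.0775), G2/M (-0.00186), interferon response (0.00576) and hypoxia response (-0.0205). A higher correlation between genes therefore does not account for the weaker result of the latter lists. The hypoxia response also lost its call with a mean TPM of at least 5 (median 0.19, adjusted p 0.0817) and after the correction for GC content and length (0.17, adjusted p 0.0537), which was chosen after seeing the data. Over all alternatives with a test its adjusted p-value was highest at 0.202. With the Ugt1a genes collapsed to 1 member the median of xenobiotic enzymes was 0.54 over 49 genes, on the same side of the threshold. Under fry, complement and coagulation (0.0525), chromosome architecture (-0.15) and p53 targets (0.0472) passed the threshold. With no filter on low values the medians of xenobiotic enzymes, plasma proteins, hepatocyte transcription factors and interferon response were 0.14, 0.72, 0.39 and 0.72, since members near 0 TPM have fold changes near 0 on this scale, and complement and coagulation (median 0.0253) and chromosome architecture (-0.15) passed it as well. Over all alternatives the median of interferon response ranged from 0.56 with a pseudocount of 5 to 1.14 with a pseudocount of 0.1. That of YAP/TAZ targets ranged from -0.53 with a mean TPM of at least 5 to -0.24 without 2D replicate 2. For p53 targets the range was 0.0230 to 0.0940, the latter after the correction for GC content and length. The median of complement and coagulation changed sign with a mean TPM of at least 5 (-0.13, adjusted p 0.679). The cause was not tested for these lists.

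Across the 4 fits that each left out one library, medians ranged from 0.75 to 0.85 for xenobiotic enzymes, 1.22 to 1.68 for plasma proteins, -0.0281 to 0.19 for complement and coagulation, 0.61 to 0.71 for hepatocyte transcription factors, -0.51 to -0.49 for S phase, -0.66 to -0.63 for G2/M, -0.19 to -0.11 for chromosome architecture, -0.43 to -0.24 for YAP/TAZ targets, 0.0230 to 0.0809 for p53 targets, 0.90 to 0.98 for interferon response and 0.19 to 0.24 for hypoxia response. Complement and coagulation fell below 0 without 3D replicate 2 (-0.0281) and reached 0.19 without 2D replicate 1. The p53 median fell to 0.0230 without 2D replicate 1 and to 0.0237 without 3D replicate 1, and rose to 0.0809 without 3D replicate 2. The correlation of adjacent genes ranged from 0.131 to 0.140 in these fits, and from 0.106 to 0.142 under the other alternatives.

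The 42 genes named by the rule, members of lists included, gave 588 values under these alternatives, of which 586 had the same direction. The exceptions were both for Ccng1, which rose by 0.0341 under quantile normalization and by 0.0221 after the correction for GC content and length. Of the other values, 8 were no longer past the threshold and 2 newly were. Those 2 were Lmna and Plaur with the replicate block, at adjusted p-values of 0.008 and 0.0257 against 0.280 and 0.0736 without it.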

Other observations

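Centring on the median and leaving out overlapping or same-stem pairs were set before the data were examined, and the other tests below were chosen after the patterns were seen. Apart from Ms4a4b, which the rule had named, genes named here were chosen after their values were seen.

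The genes past the fold change threshold of the study were 113 higher and 71 lower in 3D in the test on TPM. Those counts are lower than the values quoted from the study above.

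Some genes were listed near 0 in one library and not in its replicate. With at least 5 TPM in one library and at most 0.1 TPM in the other, there were 5 such genes between the 2D libraries and 8 between the 3D libraries. Gm20431 was listed at 42.8 TPM in 2D replicate 1 and at 0 in the other libraries, while Ube2v1, which it overlaps, was at 28.3 TPM in that library and at 108 TPM in 2D replicate 2. The gene mt-Atp6 was listed at 90.9 TPM in 2D replicate 1 and at 0.0004 TPM in replicate 2. A candidate explanation is uncertain assignment of reads by the authors' quantification where genes overlap. All 13 genes overlap another gene on the same strand, against 21.1% of 11415 other genes of at least that level (Fisher's exact p 1.72e-09, two-sided). If the reads had moved to the overlapping genes, these would be higher in the library that lists the gene near 0. Their TPM, summed after weighting by transcript length, was higher there for 11 of the 13 genes (exact binomial p 0.0225, two-sided), the exceptions being Gm24299 and Pet117. The 13 genes are not independent, since those of the Pcdhg cluster overlap the same genes. Not every loss was made up. The neighbours of mt-Atp6 hardly changed between 2D replicates 1 and 2 (mt-Atp8 from 116 to 124 TPM, mt-Co3 from 47.2 to 50.3 TPM), and where its reads went stays open. Of these genes 7 are among the calls at the study's threshold in the authors' deposited table. No biological explanation was tested.

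Chromosome 13 genes were lower in 3D. Their median log2 fold change was -0.19 over 581 genes, against -0.09 to 0.04 on the 19 other nuclear chromosomes. The chromosome was singled out as the lowest of 20, and neighbouring genes are correlated, so blocks of neighbouring genes were permuted over the genome 10000 times and the most extreme of the 20 chromosomes was taken each time. It was as far from the median of all genes as chromosome 13 in 2, 0 and 3 permutations with blocks of 20, 50 and 100 genes (permutation p 0.0003, 0.0001 and 0.0004), which argues against random placement. After the correction for GC content and length the median was -0.15, against -0.03 on other chromosomes. The chromosome holds the Hist1 cluster of replication-dependent histone genes, whose 50 tested members had a median of -0.58. Without them the median of the chromosome was -0.16, so the histone genes are not the whole of the shift. Left-out libraries gave -0.20 (without 3D replicate 1) to -0.15 (without 3D replicate 2). Fewer copies of the chromosome in the 3D cells might shift its genes evenly. For this, 5 cutoffs on the mean TPM were looked at, and the median was -0.19, -0.17, -0.16, -0.15 and -0.15 in genes of at least 1, 5, 10, 20 and 50 TPM. With blocks of 50 genes and the same allowance for 20 chromosomes the permutation p was 0.0002, 0.0013, 0.0032, 0.0322 and 0.454, so among the genes of at least 50 TPM the shift did not stand out. The first value, 0.0002, is for the same genes and block length as the 0.0001 above, from which it differs slightly. The lower and upper quartiles of chromosome 13 genes were -0.49 and 0.11, against -0.33 and 0.28 on other chromosomes, so both were lower, like the median. All 12 windows of 10 Mb with at least 10 genes lay below the median of other chromosomes, but they ranged from -0.40 to -0.04. Their spread (SD 0.120) was larger than that of shuffled genes (mean SD 0.0842, one-sided permutation p 0.0395). Without the Hist1 genes the SD was 0.106 against a mean of 0.0841 for shuffled genes (one-sided permutation p 0.122). The shuffling breaks the correlation of neighbouring genes. These tests do not settle whether the shift is even, and copy number cannot be told apart from regulation by the culture here.

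Adjacent genes changed together (Spearman correlation 0.140). Sharing of reads between overlapping genes and families is argued against as the whole of it by the value without such pairs, 0.106. That value is lower, so a part from such pairs is not excluded. Regional differences between single libraries are argued against by the correlation within a culture, at most 0.0215. Coordinated regulation of neighbouring genes stays open as a hypothesis, and its cause was not tested.

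S phase and G2/M genes were lower in 3D. The scaling of the libraries is argued against, since the smaller of the list medians was -0.49 after centring on the median, and bias from GC content and length, since it was -0.52 after that correction. An equal share of cycling cells held for longer at the G1/S boundary, with no other change, would hold or raise S phase genes. This is argued against by values that were seen beforehand, a median of -0.50 with 33 of the 42 genes lower and 2 higher at a limma adjusted p-value under 0.05. Other effects of the longer hydroxyurea treatment of the 3D cultures cannot be told apart from the culture itself, since 0 libraries of either culture had another treatment time. A lower share of cycling cells in 3D stays open and was not tested.

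Acute phase genes were higher in 3D, 10 of 11 tested at a limma adjusted p-value under 0.05, with a median log2 fold change of 2.66. Saa1, Saa2, Fga, Fgb, Fgg, Apcs and Itih4 were too low to be tested, with means of at most 0.157 TPM in either culture. Plasma proteins that fall in an acute phase response rose too, all 5 tested, with a median of 2.62, among them Ttr (4.24) and Alb (2.62). Of this group Ahsg and Fetub were too low to be tested (0.0176 and 0.333 TPM in 3D). The rise of the 5 tested proteins argues against an acute phase response alone. The untested genes stayed near 0 in both cultures, so the rise did not take in all such genes. A broader rise of hepatocyte products in 3D stays open as a hypothesis.

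Several genes known from leukocytes were higher in 3D, among them Ms4a4b at 246 TPM, Pilra at 27.9 TPM and Ncf4 at 20.4 TPM. Leukocytes or their RNA are argued against, since 14 leukocyte transcripts had a median of 0.394 TPM in 3D and 0.190 TPM in 2D. Without 5 of them that belong mainly to one lineage (Cd3e, Cd3g, Lck, Tyrobp and Fcer1g) the medians were 0.779 and 0.355 TPM. Lcp1 (4.99 TPM) and Rac2 (2.91 TPM) rose in 3D, and Ptprc was at 0.148 TPM in 2D and 0.288 TPM in 3D. RNA from the tumour that the matrix is made from is argued against as a source of the genes higher in 3D. The transcripts of 7 matrix proteins had a median log2 fold change of -0.47, and Lama1 was at 0.0128 TPM in 3D. Of the 7 matrix genes 6 had a lower mean in 3D, and Lamc1 a higher one (log2 fold change 0.19, limma adjusted p 0.126). The matrix genes with a high level in 2D would hide a small share of such RNA. Of the 3 with a mean under 5 TPM in 2D, Lamb1 and Nid1 were lower in 3D. Lama1 was near 0 TPM in both cultures with overlapping libraries, so its direction cannot be told. Regulation by the culture stays open and was not tested.

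Clock genes differed between the cultures. Of 8 tested genes driven through E-box and D-box elements, 6 were higher and 0 lower in 3D at a limma adjusted p-value under 0.05 (median 0.87), with Nr1d1 at 2.70. Of 4 tested genes driven through ROR elements, 2 were lower and 1 higher (median -0.22). Collection at different phases of the circadian clock would move these groups apart, and the latter group went both ways. A phase difference therefore cannot be told apart from direct regulation of the former group.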
